A study of Mus musculus with 6 samples.

How the data were processed

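Total RNA of splenic M-MDSCs from BALB/c mice infected with Echinococcus granulosus and from normal mice (3 samples each), 8 months after infection, was hybridized to single-colour (Cy3) Agilent mouse miRNA arrays, 1 per sample. Per the labels, cells were enriched by magnetic sorting and RNA was purified with a silica column kit. In its standard protocol such a kit loses much of the RNA as short as miRNAs, and whether the protocol was adapted is not given in the sources used here, so recovery of miRNAs limits what every signal here measures. The labelling text in the labels describes a cRNA amplification kit rather than a miRNA labelling, and which labelling was applied to these arrays was not settled here. The design text speaks of 3 infected mice and of normal mice, and the labels of the samples name no animal, so the p-values measure the spread between these samples. Samples were grouped from their titles. The paper given for style describes other arrays, so its methods did not set the design.

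Per the file headers, spot intensity was extracted with Agilent Feature Extraction (version 10.7.1.1 in the submitters' processing notes), with background subtraction and spatial detrending and with no normalization between arrays. The deposited files of each array held linear intensity values that can be below 0, flags per spot (well above background, outlier, saturated) and a total signal per miRNA. A deposited table by the authors held the same total intensity per miRNA and log2 values that were quantile-normalized by the authors over all rows, control rows included. A second deposited table held the same log2 values. Other columns taken from the files deposited by the authors were flags and coordinates, the latter on mm9 per the file headers and given for 690 of 1881 miRNAs.

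For each array, processed intensity was averaged over the spots of a probe, leaving out control spots and outlier spots (2.64% to 3.07% of 56430 mouse spots). No mouse spot was saturated. Probe means were summed over the probes of a miRNA, of which there were at most 4. A probe was detected where over 50% of its spots were well above background, and a miRNA where any of its probes was. Under 13% of miRNAs were detected on any array (8.61% to 12.7%), so each array was divided by its 75th percentile over the 151 miRNAs detected on all 6 arrays. Values were floored at the 0.01 quantile of scaled detected values and then taken to log2. Percentiles used for scaling ran from 288 to 461 on infected and from 462 to 674 on normal arrays. The number of arrays limits the precision.

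The 183 miRNAs detected on all arrays of at least 1 group were tested with limma 3.58.1 (lmFit and eBayes, two-sided, no covariates) in R 4.3.3, with Benjamini-Hochberg adjustment, and called at an adjusted p under 0.05. A miRNA not well above background on any array of a group was given a bound: the mean of the other group against the mean, per array, of the higher of the lowest detected signal and the miRNA's own. Bounds below 1 were not printed. Different probes of a miRNA were detected on all arrays for 103 tested miRNAs. The median range between the log2 changes of their probes was 0.046, and 1 miRNA had probes with opposite signs. Only 18 called miRNAs were among the 103, and none of these 18 had probes with opposite signs. Of the other calls, some rested on 1 probe, such as miR-146a-5p (log2 changes of -1.60 and -0.051 on its 2 probes) and miR-29b-3p (-1.20 and 0). In others both probes changed, such as miR-29c-3p (-1.19 and -1.25). Lists of miRNAs were fixed before the data were examined and tested with camera at an inter-gene correlation of 0.01, over the 12 lists with at least 3 tested members. The lists are those named in the results, a list of entries numbered 1000 or above, and a list of viral miRNAs with 0 members on the array. Each list was compared with all other tested miRNAs. For lists other than that of entries numbered 1000 or above, these included the 97 tested entries of that class. A difference in detected miRNAs per array was tested with an exact permutation test.

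Named miRNAs followed a rule fixed in advance: among called miRNAs detected on all 6 arrays the 12 with the largest log2 change in each direction, up to 4 per direction with the highest bound among miRNAs detected in 1 group only, and up to 4 tested members of each list with the highest mean signal. The rule gave 59 miRNAs. The model was tested on simulated data for the same 183 miRNAs and 6 arrays with the real means and residual SDs, in 50 runs. It recovered 24% of changes of 0.5 in log2, 70.8% of changes of 1 and 88.7% of changes of 1.5, and 4.18% of simulated calls were false. With no change put in, 5 of the 50 runs still gave a call. Errors were drawn independently around scaled and floored means, so scaling, correlation between miRNAs, detection and the floor were not part of this test.

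Alternatives fixed in advance were other scalings (75th percentile over all miRNAs, quantile normalization, none), other signals (total gene signal, normexp with an offset of 50, the authors' log2 values), the brightest probe, outlier spots kept, other filters and detection flags, a floor 4 times higher, other tests, the replicate number as a block and each array left out. Alternatives chosen after seeing the data were scaling on the labelling spike-ins, the hybridization spike-ins or the median, 2 corrections for probe GC content, and leaving out each array from the detection counts. All 6 arrays were on 1 slide and came from 1 scan, so neither could be fitted as a block.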

Results

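MicroRNA levels were measured in monocytic myeloid-derived suppressor cells (M-MDSCs) isolated by magnetic sorting from the spleens of BALB/c mice. M-MDSCs are immature cells of the monocyte lineage that restrain T cell responses. One group of 3 samples came from mice infected with protoscoleces (larval stage) of the tapeworm Echinococcus granulosus 8 months earlier, and 3 samples came from normal mice. Each sample was hybridized to 1 single-colour Agilent mouse miRNA array. Each array held probes for 1881 mouse miRNAs, and between 162 and 238 of them were detected per array. The comparison asked which miRNAs differed between M-MDSCs of infected and normal mice.

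Among 183 miRNAs tested, 18 were lower and 17 were higher in infected M-MDSCs (limma, Benjamini-Hochberg adjusted p under 0.05). With 1 array left out, the counts ran from 0 to 29 lower and from 0 to 30 higher, with 0 of each without normal replicate 1 and the most without infected replicate 3. The miRNAs that fell included all 3 tested members of the miR-29 family, 3 members of the miR-30 family, both arms of miR-142a, miR-146a-5p, miR-26a-5p, miR-26b-5p, miR-150-5p and miR-342-3p. All 18 lower miRNAs carried a miRBase number below 1000. Of the 17 higher entries, 14 carried a number of 1000 or above, and the calls of the higher entries depended on how the arrays were scaled. The median log2 change of all tested miRNAs was 0.37, so the change relative to that median was lower by this amount for every miRNA.

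miR-146a-5p, a brake on NF-kB signalling, fell by 1.74 on the log2 scale (SE 0.266, adjusted p = 0.00918, n = 3 per group). It was detected on 3 normal arrays and on 1 infected array. The mean scaled log2 signal of miR-146a-5p was -2.31 ± 0.249 (SD, n = 3) in normal and -4.05 ± 0.479 (SD, n = 3) in infected M-MDSCs. Its probe site lies on chromosome 11 from 43187908 to 43187925 (mm9, as are all coordinates here). miR-142a, which is abundant in blood cells, fell in both arms. miR-142a-3p (chromosome 11, 87756904 to 87756925) was 1.97-fold lower (adjusted p = 0.0106), from 0.95 ± 0.266 (SD, n = 3) in normal to -0.027 ± 0.0584 (SD, n = 3) in infected cells on the log2 scale. miR-142a-5p was not well above background on any infected array and was at least 2.89-fold lower there (adjusted p = 0.00918).

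In the miR-29 family, whose members target transcripts of collagens and other matrix proteins, 3 of 3 tested members fell, also when adjusted over the list alone. miR-29a-3p (chromosome 6, 31012716 to 31012734) was 2.43-fold lower, with log2 signals of 0.997 ± 0.394 (SD, n = 3) in normal and -0.29 ± 0.386 (SD, n = 3) in infected cells (adjusted p = 0.0135). miR-29b-3p (chromosome 1, 196863287 to 196863307) was 2.29-fold lower. miR-29c-3p was not well above background on any infected array and was at least 2.28-fold lower. With total gene signal, miR-29b-3p was instead called higher (log2 change 1.53, limma adjusted p = 0.026), miR-29a-3p was called lower and miR-29c-3p was not called. The 3 members have similar sequences, so their probes may share signal. In the miR-30 family 3 of 5 tested members fell, and when adjusted over the list alone the same 3 were lower and 1, miR-30b-3p, was higher. miR-30e-5p fell by 1.41 (SE 0.226), and it was detected on 1 infected array. miR-30c-5p was 2.25-fold lower on arrays that all detected it, and miR-30b-5p was at least 1.38-fold lower. The log2 change of miR-30c-5p turned to 0.35 with total gene signal, and those of miR-30b-5p and miR-30e-5p to 0.23 and 0.051 with normexp. miR-30d-5p had a log2 change of -0.28 (adjusted p = 0.265), called lower under 2 of the 6 other scalings, and miR-30b-3p one of 0.49 (adjusted p = 0.0797), which turned below 0 under 2 of those. As a set, the miR-29 family lay below the other tested miRNAs by a median of -1.65 (camera with a preset correlation of 0.01, adjusted p = 0.0019), and the miR-30 family by -1.54 (adjusted p = 0.0078). With an estimated correlation neither call held, with adjusted p = 0.374 for miR-29 and adjusted p = 0.384 for miR-30, and neither held with total gene signal.

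The let-7 and miR-98 family, which is linked to cell differentiation, had 2 of 7 tested members called and 3 when adjusted over the list alone. let-7f-5p was 1.76-fold lower and let-7g-5p 1.61-fold lower. let-7a-5p (-0.56, adjusted p = 0.0683) and let-7i-5p (-0.52, adjusted p = 0.0932) did not pass the test, and each was called lower under 4 of the 6 other scalings, under which 1 to 7 members of the family were called. The family lay below the rest by a median of -0.89 (adjusted p = 0.0019, adjusted p = 0.384 with an estimated correlation). The rest included 97 entries numbered 1000 or above, with a median of 0.44. The median of the family, -0.52, lay nearer to the -0.24 of all tested entries numbered below 1000. After the first GC correction given below, the log2 change of let-7a-5p turned to 0.025 and that of let-7c-5p to 0.15. The list tests were not repeated after it. miR-26b-5p was 2.35-fold lower and miR-26a-5p 1.998-fold lower, and both were detected on all 6 arrays. miR-140-3p was 1.78-fold lower (adjusted p = 0.0475), but its log2 change turned to 1.64 with total gene signal and to 0.11 with normexp. miR-378d was not well above background on any infected array and was at least 1.51-fold lower, but its log2 change turned to 0.21 with normexp. After a correction for the GC content of the probes, chosen after seeing the data, let-7f-5p (log2 change -0.19), let-7g-5p (-0.18) and miR-142a-3p (-0.39) were no longer called in limma, with adjusted p from 0.137 to 0.475. miR-140-3p (-0.83 before and -0.86 after), miR-150-5p (-0.99 and -0.77), miR-151-5p (-1.09 and -0.87) and miR-26a-5p (-0.998 and -0.63) had limma adjusted p from 0.0506 to 0.0569 after it. With the GC trend fitted among entries numbered below 1000 alone, these 4 stayed called, with limma adjusted p from 0.0268 to 0.0345, and the first 3 did not. Of these, miR-151-5p lies outside the naming rule and was chosen after its values were seen.

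**Figure D1:**
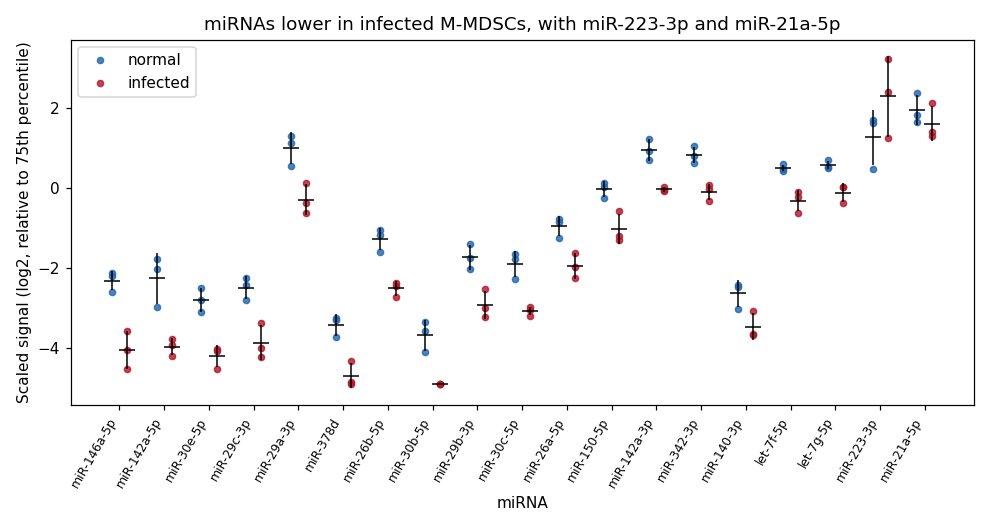
Scaled log2 signal (vertical axis, relative to the 75th percentile of each array) of miRNAs lower in infected M-MDSCs, with miR-223-3p and miR-21a-5p for comparison. Each point is 1 array, horizontal marks are means and vertical bars SDs (n = 3). miR-29a-3p lay at 0.997 in normal and -0.29 in infected cells, while the groups overlapped for miR-223-3p and miR-21a-5p.

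Of the miRNAs typical of lymphocytes, 2 of 3 tested members fell, and 3 passed when adjusted over the list alone, of which miR-181a-5p has no bound that shows a fall. miR-150-5p (chromosome 7, 52377139 to 52377153), abundant in mature B and T cells, was 1.99-fold lower, with -0.026 ± 0.201 (SD, n = 3) in normal and -1.02 ± 0.381 (SD, n = 3) in infected cells. miR-342-3p was 1.90-fold lower. miR-181a-5p was not well above background on any infected array, was not called (adjusted p = 0.0879) and is given no fold. The list lay below the rest by a median of -1.30 (adjusted p = 0.00755, adjusted p = 0.374 with an estimated correlation). Of the other cell types a spleen sort could hold, none of the 18 endothelial and stromal miRNAs was detected on any array. miR-451a was the only erythroid miRNA of 6 detected, on 2 infected and 2 normal arrays. miR-200c-3p was the only one of 30 epithelial, liver and muscle miRNAs detected, on 2 normal arrays. By the gene-level detection flag, miR-451a was detected on 6 arrays, miR-200c-3p on 4 and the erythroid miR-486a-5p on 2. Of 19 myeloid and 16 lymphocyte miRNAs, 10 and 12 were also detected on no array, so non-detection does not show that a cell type was absent.

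The myeloid lineage list had 2 of 9 tested members lower (2 to 4 under the 6 other scalings), both of them arms of miR-142a, with the same count when adjusted over the list alone. miR-223-3p, the miRNA most typical of granulocytes and monocytes (chromosome X, 93438225 to 93438244), had a log2 change of 1.02 (SE 0.505, adjusted p = 0.135), with 1.27 ± 0.685 (SD, n = 3) in normal and 2.29 ± 1.003 (SD, n = 3) in infected cells, and did not pass the test. Its log2 change was 0.55 without infected replicate 3, and 1.55 without infected replicate 2, where it was called (limma adjusted p = 0.0467). miR-24-3p (-0.12), miR-23a-5p (0.32) and miR-322-5p (0.12) were not called. The sign of miR-322-5p turned under each of the 6 other scalings, and miR-23a-5p kept its sign under 2 of them. The list lay below the rest by -0.54 (adjusted p = 0.0436, adjusted p = 0.384 with an estimated correlation). That difference ran from -0.95 without infected replicate 3 to -0.29 without infected replicate 2, and the call ended without infected replicate 1 (adjusted p = 0.082), infected replicate 2 (adjusted p = 0.192) or normal replicate 1 (adjusted p = 0.074), and with total gene signal. The replicate block ended it as well (camera adjusted p = 0.0537). The rest included 97 entries numbered 1000 or above, with a median of 0.44. The median of the myeloid list, -0.17, lay above the -0.24 of all tested entries numbered below 1000. Among miRNAs induced by Toll-like receptor and NF-kB signalling, 1 of 4 tested members fell, miR-146a-5p, and 2 when adjusted over the list alone. miR-212-3p went the other way, with a log2 change of 0.47 (limma adjusted p = 0.125). It was not called and kept its sign under 3 of the 6 other scalings. miR-155-5p, a promoter of inflammatory activation, had a log2 change of -0.66 (adjusted p = 0.0617), but 1.51 with total gene signal, where it was called higher (limma adjusted p = 0.026), and 0.059 with normexp. Under the 6 other scalings it ran from -1.42 to -0.88 and was called lower under 5. miR-21a-5p had a log2 change of -0.34 (adjusted p = 0.327) and was called lower under 3 of them. Its log2 change ran from -0.59 to -0.12 with 1 array left out and turned to 0.12 and 0.051 under the 2 GC corrections. This list did not pass as a set (adjusted p = 0.0633), and it passed with quantile normalization, with the labelling spike-ins and without infected replicate 3 (adjusted p = 0.0479).

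None of the 6 tested miRNAs with a known role in MDSCs was called, also when adjusted over the list alone, against 0 to 3 called lower under the 6 other scalings. miR-20a-5p had a log2 change of -0.19 (adjusted p = 0.494) and miR-494-3p one of 0.13 (adjusted p = 0.666), and the sign of miR-494-3p turned under each of the 6 other scalings. That set had an adjusted p of 0.16. Its tested members include miR-155-5p, miR-21a-5p and miR-223-3p, given above, which also belong to other lists, so the list tests are not separate evidence. Of 3 miRNAs of alternatively activated macrophages none was called, and 1 was when adjusted over the list alone. miR-378a-3p had -0.73 (adjusted p = 0.0544) and was called lower under each of the 6 other scalings, from -1.17 to -0.89, and the set had an adjusted p of 0.3. miR-378a-3p was detected on 1 infected array, and its log2 change turned to 0.27 with normexp. The miR-17/92 cluster and its paralogs, which promote proliferation, had none of 8 tested members called, against 0 to 6 called lower under the 6 other scalings, while as a set they lay below the rest by -0.67 (adjusted p = 0.023, adjusted p = 0.384 with an estimated correlation), a call that ended without infected replicate 1 (adjusted p = 0.0627) or infected replicate 2 (adjusted p = 0.078). miR-92a-3p had -0.24 and was called lower under 2 of those scalings, and miR-19b-3p -0.67 (adjusted p = 0.0963), called under 4. The median of the miR-17/92 list, -0.30, lay near the -0.24 of all tested entries numbered below 1000. In the miR-15/16 family none of 4 members was called, against 0 to 3 called lower under the 6 other scalings, and miR-16-5p had -0.48 (adjusted p = 0.132). Its set test gave an adjusted p of 0.16, and of 0.0217 without infected replicate 3. None of the 6 tested miRNAs of the Sfmbt2 intron cluster was called (adjusted p = 0.564 for the set), and their median of 0.42 turned below 0 with the 75th percentile over all miRNAs, no scaling and the hybridization spike-ins. The 2 tested miRNAs of the Dlk1-Dio3 cluster, miR-341-3p (0.087) and miR-494-3p, were not called, and miR-341-3p turned below 0 under 5 of the 6 other scalings.

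Among the higher entries, miR-7040-5p had the largest change (1.27, SE 0.252, adjusted p = 0.0106), followed by miR-7042-5p (1.15), miR-8117 (1.12), miR-211-3p (1.08) and miR-3960 (1.01), the 5 that passed at least 2-fold. miR-5128, miR-6908-5p, miR-1224-5p, miR-7005-5p, miR-8110, miR-709 and miR-6769b-5p had changes from 0.74 to 0.97. As a set, the 97 tested entries numbered 1000 or above had a median log2 change of 0.44, with quartiles of 0.36 and 0.54, and 14 of them were called, 10 when adjusted over the list alone. This set test gave an adjusted p of 5.16e-14, and an adjusted p = 0.374 with an estimated correlation, and the median turned below 0 with the 75th percentile over all miRNAs (-0.046), no scaling (-0.31) and the hybridization spike-ins (-0.16). The 86 tested entries numbered below 1000 had a median of -0.24 and an interquartile range of 1.04. The most intense entry on every array was miR-6366, whose probe is 12 bases long with 83.3% G and C, with a log2 change of 0.42 (adjusted p = 0.137) that turned below 0 under 3 of the 6 other scalings.

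The split of calls changed with the scaling. Scaling on the 75th percentile over all mouse miRNAs gave 0 higher and 41 lower, no scaling gave 0 and 44, and quantile normalization gave 5 and 18. Of scalings chosen after seeing the data, that on the labelling spike-ins, synthetic RNAs added before labelling, gave 0 and 24, that on the hybridization spike-ins 0 and 38, and that on the median 5 and 25. These 6 scalings gave a median log2 change of all tested miRNAs of -0.12, -0.39, 0.14, -0.0028, -0.24 and 0.10 in that order. At an unadjusted p under 0.05 in limma, 4, 0, 5 and 1 miRNAs were higher under the scalings with 0 calls, in the order 75th percentile over all miRNAs, no scaling, labelling spike-ins and hybridization spike-ins. The 18 lower miRNAs were all called lower under 5 of the 6 scalings, and 14 of them under quantile normalization. All 6 medians lay below the 0.37 as reported, a shift that by itself favours lower calls. Lower calls kept or gained under these scalings, also those given above, therefore do not show that scaling had no part. With the labelling spike-ins, miR-29a-3p had a log2 change of -1.66 (adjusted p = 0.00232), miR-146a-5p -2.05 (adjusted p = 0.0015), and miR-7040-5p 0.90 (adjusted p = 0.0994). The 17 higher entries then all stayed above 0, from 0.23 to 0.90. This scaling lowered each of them by the same amount, less than the smallest of their reported changes (0.60), so no sign could turn.

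**Figure D2:**
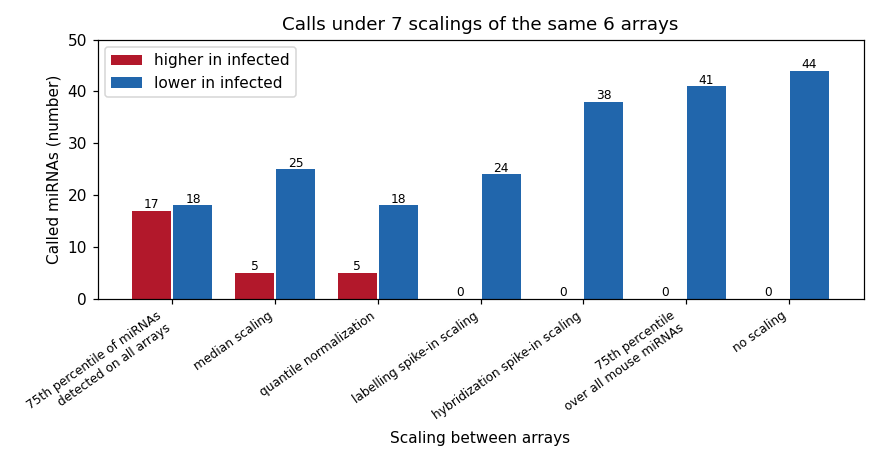
Number of miRNAs called higher (red) and lower (blue) in infected M-MDSCs (vertical axis, from 0) under 7 scalings of the same 6 arrays (horizontal axis). Higher calls ranged from 0 to 17 and lower calls from 18 to 44.

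The calls also rested on single arrays and on the choice of signal. Without normal replicate 1, 0 miRNAs were called in limma (36 higher and 22 lower at an unadjusted p under 0.05), without infected replicate 3, 30 were higher and 29 lower, with miR-16-5p, miR-19b-3p, let-7a-5p and let-7i-5p among the lower, and with no filter on detection 0 of 1881 were called (70 higher and 28 lower unadjusted). The authors' normalized values gave 4 higher and 15 lower, of which 10 were among the 18. Normexp background correction gave 82 higher and 8 lower, of which 6 were among the 18. Its offset of 50 was part of the signal before scaling. Scaling percentiles as reported were 288 to 461 on infected and 462 to 674 on normal arrays. The median log2 change of entries numbered below 1000 went from -0.24 as reported to 0.23 with normexp. An offset divided by a smaller percentile raises low signals on infected arrays, so the sign of such miRNAs under normexp cannot decide whether they fell. Total gene signal gave 7 higher and 9 lower, of which 8 were among the 18.

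Measures of the arrays themselves were compared between groups. A mean of 184 ± 29.9 (SD, n = 3) miRNAs was detected per infected array and 214 ± 23 (SD, n = 3) per normal array (exact permutation test, two-sided, p = 0.3; 3 against 3 cannot go below 0.1). The labelling spike-ins had a mean log2 signal of 8.75 ± 0.0715 (SD, n = 3) on infected and 9.14 ± 0.172 (SD, n = 3) on normal arrays (exact permutation p = 0.1, the smallest possible). For the hybridization spike-ins it was 11.15 ± 0.231 (SD, n = 3) on infected and 11.31 ± 0.142 (SD, n = 3) on normal arrays (exact permutation p = 0.4). All 3 infected arrays lay in row 1 of the slide and all 3 normal arrays in row 2, so slide row and infection cannot be told apart. A total of 7 miRNAs were detected on all 3 normal and no infected arrays, and 0 the other way. The count was 14 without infected replicate 2 and 11 without normal replicate 1. The 7 were miR-142a-5p, miR-29c-3p, miR-378d, miR-30b-5p, miR-181a-5p, miR-3535 and miR-378b, of which the last 2 lie outside the naming rule and are named because the count is small.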

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

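The scalings on spike-ins and the median, the GC corrections and the detection counts with an array left out were chosen after the data were examined. In every alternative with calls, lower calls were made, from 7 to 44, and higher calls ranged from 0 to 82. Higher and lower calls, then those of at least 2-fold, were 0, 41, 0 and 28 with the 75th percentile over all mouse miRNAs, 0, 44, 0 and 42 with no scaling, 0, 24, 0 and 23 with labelling spike-in scaling, 0, 38, 0 and 34 with hybridization spike-in scaling, 5, 25, 1 and 18 with median scaling, and 82, 8, 0 and 1 with normexp background correction. With quantile normalization 5 were higher, 1 of them at least 2-fold. The authors' normalized values and the identical series matrix values gave 4 higher, 2 of them at least 2-fold, and total gene signal gave 7 higher and 9 lower. The brightest probe only gave 8 higher at least 2-fold. With no filter 0, 0, 0 and 0 were called in limma (70 higher and 28 lower at an unadjusted p under 0.05), among 1881 tested. With miRNAs detected on all 6 arrays only, 11 were lower, 4 at least 2-fold, since 7 of the 18 were not tested. The gene-level detection flag gave 6 higher, 2 at least 2-fold, and 17 lower at least 2-fold. A floor 4 times higher gave 7 lower, 2 at least 2-fold, and GC correction 11 lower, 4 at least 2-fold. Unadjusted p with at least 2-fold gave 6 higher and 11 lower. Leaving out each array gave 0 to 30 higher, 0 to 29 lower, 0 to 7 higher at least 2-fold and 0 to 15 lower at least 2-fold, with the lowest of each without normal replicate 1. Lists called lower went from 6 to 0, and those called higher from 1 to 0, with the estimated correlation, and to 3 lower with total gene signal and with miRNAs detected on all 6 arrays only, and ran from 4 to 8 with an array left out. miR-155-5p was called lower under 5 of the 6 other scalings and without infected replicate 2, and miR-378a-3p under all 6 and without infected replicate 2 or normal replicate 3. All 6 scalings moved the median change of all tested miRNAs below the one reported, which by itself favours lower calls. miRNAs detected in normal only were 7 to 14 with an array left out, 14 without infected replicate 2, and the detected miRNAs per array differed by -47.3 to -18.5. Log2 changes that turned sign were those of miR-23a-5p -0.18, miR-212-3p -0.027, miR-494-3p -0.36, miR-322-5p -0.37, miR-341-3p -0.41, miR-466i-5p -0.060, miR-669n -0.019, miR-466h-3p -0.014, miR-467f -0.095, miR-6366 -0.075, miR-3963 -0.0079, miR-1892 -0.21 with 75th percentile over all mouse miRNAs. With quantile normalization they were those of miR-494-3p -0.10, miR-322-5p -0.046, miR-1892 -0.12. With no scaling they were those of miR-6769b-5p -0.026, miR-23a-5p -0.45, miR-212-3p -0.30, miR-494-3p -0.63, miR-322-5p -0.64, miR-30b-3p -0.27, miR-341-3p -0.68, miR-466i-5p -0.33, miR-669n -0.29, miR-466h-3p -0.29, miR-467f -0.37, miR-6366 -0.35, miR-3963 -0.28, miR-1892 -0.48. With total gene signal they were those of miR-29b-3p 1.53, miR-30c-5p 0.35, miR-140-3p 1.64, miR-155-5p 1.51 (this and miR-29b-3p called higher), miR-25-3p 0.56, miR-341-3p -0.027. With normexp background correction they were those of miR-140-3p 0.11, miR-378d 0.21, miR-30b-5p 0.23, miR-24-3p 0.10, miR-155-5p 0.059, miR-378a-3p 0.27, miR-181a-5p 0.39, miR-30d-5p 0.23, miR-30e-5p 0.051. With authors' normalized values they were those of miR-494-3p -0.087, miR-322-5p -0.71, miR-1892 -0.10. With gene-level detection flag they were those of miR-341-3p -0.031. With labelling spike-in scaling they were those of miR-23a-5p -0.058, miR-494-3p -0.24, miR-322-5p -0.25, miR-341-3p -0.29, miR-1892 -0.094. With hybridization spike-in scaling they were those of miR-23a-5p -0.29, miR-212-3p -0.14, miR-494-3p -0.47, miR-322-5p -0.49, miR-30b-3p -0.11, miR-341-3p -0.52, miR-466i-5p -0.17, miR-669n -0.13, miR-466h-3p -0.13, miR-467f -0.21, miR-6366 -0.19, miR-3963 -0.12, miR-1892 -0.33. With median scaling they were those of miR-494-3p -0.13, miR-322-5p -0.14, miR-341-3p -0.18. With GC correction they were those of miR-24-3p 0.096, miR-21a-5p 0.12, miR-20a-5p 0.090, let-7c-5p 0.15, let-7a-5p 0.025, miR-15a-5p 0.19, miR-341-3p -0.096, miR-6366 -0.17. With GC correction within entries numbered below 1000 they were those of miR-21a-5p 0.051, let-7c-5p 0.061, miR-15a-5p 0.11, miR-341-3p -0.37. With an array left out, ranges that crossed 0 were miR-24-3p -0.44 to 0.051, miR-341-3p -0.16 to 0.27, miR-494-3p -0.088 to 0.39, miR-322-5p -0.22 to 0.45, the Sfmbt2 cluster median minus rest -0.30 to 0.54. With the 75th percentile over all mouse miRNAs, no scaling, either spike-in scaling or median scaling, the miRNAs listed for a setting were all lowered by the same amount. Their signs turned because their reported changes were smaller than that shift. For the other settings, apart from fewer miRNAs tested, the cause was not tested. Among single miRNAs, only the 59 named ones were checked for a turned sign. With normexp, the offset added before scaling can by itself turn miRNAs with a low signal above 0. The replicate numbers did not pair the samples, with correlations of deviations between samples of the same number of -0.0569, -0.035 and -0.193, and none of the 3 infected samples correlated best with the normal sample of its own number. The replicate block gave 14 higher and 19 lower, ended the call of the myeloid list (camera adjusted p = 0.0537) and gave one of the inflammatory list (camera adjusted p = 0.0455). A slide or scan block was not run, since all arrays shared 1 slide and 1 scan. Signal over background limits these results, as 1634 of 1881 miRNAs were detected on no array.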

Other observations

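The tests of scaling, GC content, RNA yield and lymphocytes in this part were chosen after the results were seen. The split of the samples was planned.

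Entries numbered 1000 or above moved nearly as a block, with quartiles of 0.36 and 0.54 around a median of 0.44, against an interquartile range of 1.04 among entries numbered below 1000. Entries numbered below 1000 made up 19.3% ± 1.9 (SD, n = 3) of the signal of tested miRNAs on infected arrays and 25.3% ± 1.49 (SD, n = 3) on normal arrays (exact permutation p = 0.1, the smallest that 3 against 3 can give). miR-714 had a log2 change of 1.34 (adjusted p = 0.0667), larger than that of any called higher entry, with 1 normal array at -0.75 near the infected arrays, and it was chosen after its value was seen. Other positive controls of the array had a mean log2 signal of 13.3 on infected and 13.9 on normal arrays (exact permutation p = 0.1).

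The first pattern is the 35 calls in all. Of the 10 splits of the 6 arrays, 1 gave as many calls, the real one, and the highest other split gave 2. With 10 splits the share cannot go under 0.05.

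The second pattern is the 17 higher calls. Of these, 0 stayed called higher after scaling on the labelling spike-ins, while 17 stayed above 0, with a median log2 change of 0.84 (median SE 0.19) before and 0.46 (median SE 0.32) after. All 17 were lowered by the same amount, less than the smallest of their reported changes, so that they stayed above 0 is no support for them. The calls ended through a shift of all miRNAs and a larger SE together. The labelling spike-ins were lower on infected arrays by a log2 difference of -0.39, and the unscaled median of entries numbered 1000 or above was -0.31. The scaling percentile is 0 on the scaled log2 scale. miRNAs lower in infected cells lay around it, such as miR-142a-3p (0.95 in normal and -0.027 in infected) and miR-342-3p (0.83 and -0.096). Entries higher in infected cells also lay near it, such as miR-211-3p (-1.27 in normal and -0.19 in infected). It stays open how much of the higher changes came from this percentile. The spike-ins may also carry an effect of slide row, which cannot be told apart from infection.

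The third pattern is the 18 lower calls. All 18 stayed called lower after scaling on the labelling spike-ins, but this scaling moved the median of all tested miRNAs from 0.37 to -0.0028 and so could hardly have ended a lower call, which leaves scaling open. The other scalings moved that median down as well. A lower yield that changed all miRNAs by the same amount, as the whole cause, is argued against by the spread of changes among 63 miRNAs numbered below 1000 and detected on all arrays (Cochran Q over its degrees of freedom 7.47, where one common change gives about 1). The 63 included entries with GC-rich probes, such as miR-211-3p (1.08) and miR-709 (0.78). The 31 with a probe GC content of 35% to 50% still had an SD of 0.55. Q cannot speak on a loss that differed with GC content or with signal, since that also spreads the changes. Changes were higher with a higher GC content of the probe among miRNAs numbered below 1000 (Spearman rho 0.54 across miRNAs, which are not independent replicates, against 0.091 among entries numbered 1000 or above), and 11 of the 18 calls stayed after the GC trend over all tested miRNAs was removed, or 15 with the trend fitted among entries numbered below 1000 alone. Of the 7 calls lost after the first correction, let-7f-5p, let-7g-5p and miR-142a-3p kept the smaller part of their change (median -0.81 before and -0.19 after, for let-7f-5p with SE 0.194 before and 0.167 after), so GC content may account for these, while 4 kept most of it (median -0.996 before and -0.81 after, for miR-140-3p -0.83 with SE 0.244 before and -0.86 with SE 0.241 after) and ended just over the threshold (adjusted p 0.0506 to 0.0569). Fewer lymphocytes among the sorted cells of infected mice stay a candidate explanation: 12 lower calls had a larger measured fall than miR-150-5p, but 0 differed from it within arrays at an adjusted p under 0.05, and myeloid cells could hold miR-150-5p too, so this test leaves it open, as it does an effect of infection on M-MDSCs and of slide row.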
